A study of Mus musculus with 16 samples.

How the data were processed

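RNA was sequenced from 16 testis libraries of mice at postnatal day 14 (P14) or 16 (P16). Per the labels, control, Cre control and Ythdc2 conditional knockout (cKO) mice had been treated with tamoxifen at 10 mg per ml on P12 and P13. Tamoxifen switches on an inducible Cre recombinase, which removes a marked piece of the target gene. The labels do not describe the genotypes of the control types further.

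The authors deposited 4 tables, each holding the libraries of 1 stage and 1 control type, and per the file names the values are normalized counts. Per the column names, the underlying numbers are gene counts that the STAR aligner made from the trimmed first mates of the read pairs. The aligner version, the genome build, the annotation release, the strand setting and the tool used for scaling were not stated in the labels or headers. The deposited values are a signal: reads per gene divided by a size factor for the library. In all 20 columns of the 4 tables, 100% of the values above 0 were whole multiples of the value of 1 read, so whole reads were recovered. The factors were those of a median of ratios taken within each table with the 4 STAR summary rows left in. Each table was therefore scaled on its own, and the main tests were made within a table. The cKO libraries 1 and 2 of each stage appear in both tables of that stage with identical recovered reads, and they were counted as the same libraries. All 20 columns matched a sample by name, and 0 columns were left unmatched.

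Per the labels' protocols, ribosomal RNA was removed with 2 different kits. The Ribo-Zero kit ("the first kit") was used for the controls and for cKO libraries 1 and 2 of each stage. The NEBNext depletion kit ("the second kit") was used for the Cre controls and the third cKO library of each stage. Per the column names, the first kit was sequenced in 1 run. The second kit was sequenced in a run with both Cre control P14 libraries, Cre control P16 library 1 and cKO library 3 of both stages, and in another run with Cre control P16 libraries 2 to 4. In the tables with Cre controls, 2 of the 3 cKO libraries therefore differ from every control in kit.

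Libraries held 31762725 to 66621310 reads, STAR's summary rows included, and 14494867 to 27531529 reads on genes. The summary rows were left out of all tests. Unmapped reads took 18.1% to 21.8% of reads with the first kit and 30.7% to 41.1% with the second. Reads outside genes took 22.5% to 28.6% and 12.3% to 14.6%, respectively. Reads mapping to several places took 9.56% to 10.9% and 5.81% to 6.84%. Ambiguous reads took 1.37% to 1.90% and 2.13% to 2.80%. The 10 genes with most reads took 16.2% to 18.8% of the gene reads with the first kit and 4.60% to 5.40% with the second. No pair of replicates agreed within sampling noise. The chi-square per gene was 2.36 to 23.8 within a kit and at least 220.7 between kits, where sampling noise alone gives 1.

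Gene IDs were given names from GENCODE M21 with the version suffix left out, and 52081 of the 55414 IDs in each table had a name. The suffixes matched those of that release for 35 IDs, so the files were made with another annotation. No coordinates are given for this reason. GENCODE M21 was used for names, biotypes, GC content, transcript length and overlaps between genes.

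The main test was limma (version 3.58.1, lmFit and eBayes with trend, in R 4.3.3) on log2(deposited value + 1), over genes with a value of at least 10 in at least 2 libraries of the table. P-values were adjusted by Benjamini-Hochberg, and genes with an adjusted p under 0.05 are termed called. Fold changes are on the log2(value + pseudocount) scale, which understates the change of genes with few reads. The difference of the cKO effect between stages was tested as an interaction with limma on log2 CPM (TMM, prior count 1) of the recovered reads of the first kit. edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 were run on the recovered reads as alternatives. Genes for which DESeq2 gave no adjusted p were not counted as lost. The other alternatives were pseudocounts of 0.1 and 10, no filter, a minimum value of 50, TMM and quantile scaling, eBayes without trend, the replicate number as a block, the kit as a covariate, the fit over both control types, and leaving out each library. Where leaving out a library left an arm with a single library, no test was made.

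The comparisons, the tests, the alternatives, 8 gene lists and the rule for naming genes were fixed before the data were examined. The lists covered spermatogonia, early meiotic prophase, pachytene and later stages, the mitotic cell cycle, the p53 response and apoptosis, Sertoli cells, Leydig cells, and heat shock and the unfolded protein response. They were tested with camera (inter-gene correlation 0.01) and with fry, with Benjamini-Hochberg adjustment over the 8 lists within a comparison. Named are Ythdc2 and, per comparison, up to 4 called genes with the largest rise and 4 with the largest fall. Those genes needed a mean of at least 50 in the higher group and every cKO library on the same side of every control. Clone-named, ribosomal, histone and small non-coding genes were passed over, and up to 3 called genes per list were named by size of change. Lists of 27 interferon-stimulated genes and 16 leukocyte markers were written after the genes with the largest rise had been seen. Camera used the trend of the fit, and camera without it was added as an alternative after the results were known, as were the run as a covariate and a correction for GC content and length.

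The limma and edgeR steps were tested on simulated reads with 200 genes changed before filtering, in 5 draws per design. With the libraries of the P14 comparison and on average 17099.6 genes, limma recovered 73.9% of 2-fold changes, and 10.8% of its calls were unchanged genes. With those of the P16 comparison and 17742 genes, it recovered 81.8%, with 4.71% unchanged genes among the calls. With those of the Cre control P16 comparison and 18789 genes, it recovered 70.6%, with 5.63% unchanged. The simulated reads held no difference between the kits, so the last values do not give the error rate of the real comparison with Cre controls.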

Results

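Testis RNA was profiled in mice in which Ythdc2, which encodes an RNA helicase that binds methylated adenosine in RNA, had been deleted conditionally by tamoxifen, and in control mice. The series' title names a late role of the protein in spermatocytes as its subject. P14 and P16 fall in the period in which the first germ cells pass through meiotic prophase. There were 2 control and 3 cKO libraries at each stage, with 2 Cre control libraries at P14 and 4 at P16. Reads on genes ranged from 22220565 to 27531529 in the 8 libraries of the first rRNA depletion kit and from 14494867 to 23200252 in the 8 of the second. All values are the deposited normalized values of the table concerned, scaled within that table, and levels are not comparable across tables.

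Ythdc2 (ENSMUSG00000034653) was measured first in every library, since its loss defines the cKO group. In the P14 table it stood at 2027 and 2262 in the controls and at 658.3 and 753.2 in the cKO libraries. These values rested on 1883 and 2087 reads in the controls and 678 and 853 in cKO. The group means were 2144 ± 166 (SD, n = 2) and 706 ± 67.1 (SD, n = 2), so 32.9% of the control level remained. At P16 the controls held 2666 and 2609 and the cKO libraries 501.7 and 540.6. The means were 2638 ± 40.7 (SD, n = 2) and 521 ± 27.5 (SD, n = 2), with 19.8% remaining. In the table with Cre controls at P14, Ythdc2 was 1403 ± 72.4 (SD, n = 2) in Cre controls and 490 ± 150 (SD, n = 3) in cKO, or 34.9%. In that at P16 it was 1833 ± 549 (SD, n = 4) and 361 ± 118 (SD, n = 3), or 19.7%. Every cKO library lay below every control library in all 4 tables. Within the second kit, the third cKO library held 23.0% of the Cre control mean at P14 and 12.3% at P16.

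**Figure D1:**
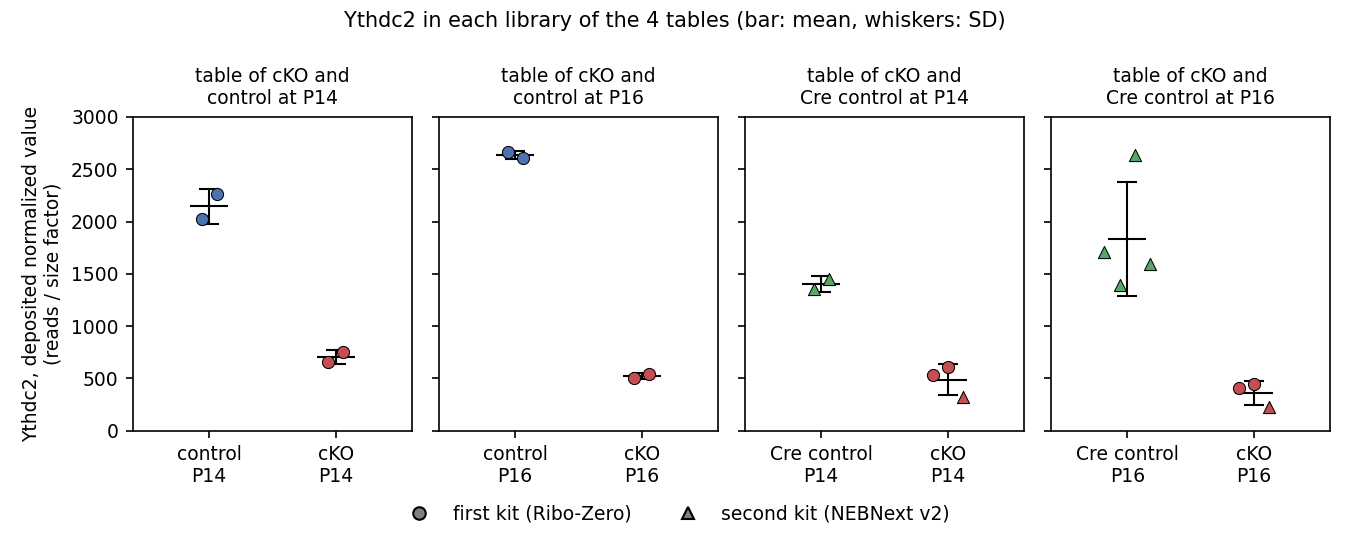
Deposited normalized value of Ythdc2 (y axis, reads divided by the size factor) in each library of the 4 tables, with points for libraries, a bar for the group mean and whiskers for the SD. Circles are libraries of the first kit and triangles those of the second. The cKO libraries at P16 in the table with controls lie at 501.7 and 540.6, against 2609 and 2666 in the controls.

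The comparison of cKO with control at P14 asked which transcripts differed soon after the deletion. It used 2 control and 2 cKO libraries of the first kit, all from the same run. Of 17270 genes tested, 1 was called, which was Ythdc2, with a log2 change of -1.60 (SE 0.090, limma adjusted p 0.0148). At an unadjusted p under 0.05 there were 410 genes. The alternative that moved this count most was DESeq2 on the recovered reads, with 3 genes higher and 3 lower.

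The same comparison at P16 called 6939 of 17986 genes, of which 3352 were higher and 3587 lower in cKO. The alternative that moved these counts most was eBayes without trend, with 741 higher and 1065 lower. The libraries again came from 1 kit and 1 run, with 2 per group. Replicates were closer to each other than at P14. The chi-square per gene was 2.36 for control and 3.56 for cKO, against 4.08 and 14.6 at P14. The counts of called genes at the 2 stages therefore also depend on this spread. Mean reads on genes differed little between the groups, with a ratio of cKO to control of 0.992. Ythdc2 changed by -2.34 (SE 0.060, limma adjusted p 2.39e-10). The largest rises that met the naming rule were in Tmem236, Ifit1, Ifit3 and Ifit3b. Tmem236 (ENSMUSG00000061531) rose from 9.45 ± 1.33 (SD, n = 2) to 60.6 ± 2.17 (SD, n = 2), a log2 change of 2.56 (SE 0.28, limma adjusted p 2.44e-05). Ifit1 (ENSMUSG00000034459) rose from 36.0 ± 10.8 (SD, n = 2) to 209 ± 7.50 (SD, n = 2), a log2 change of 2.54 (SE 0.20). Ifit3 (ENSMUSG00000074896) and Ifit3b (ENSMUSG00000062488) rose by 2.45 (SE 0.15) and 2.42 (SE 0.28) on the log2 scale. They are paralogs of near-identical sequence, so the division of reads between them is uncertain. The largest falls besides Ythdc2 were in Krt79 (ENSMUSG00000061397), Mdga1 (ENSMUSG00000043557) and Tekt3 (ENSMUSG00000042189). Krt79 fell by 2.65 on the log2 scale (SE 0.28), from 82.4 ± 8.32 (SD, n = 2) to 12.6 ± 4.12 (SD, n = 2). Mdga1 fell by 2.48 (SE 0.20), from 133 ± 5.07 (SD, n = 2) to 23.0 ± 0.357 (SD, n = 2). Tekt3 fell by 2.28 (SE 0.20), from 154 ± 34.8 (SD, n = 2) to 30.6 ± 0.699 (SD, n = 2). Tmem236 and Mdga1 overlap an annotated gene on the other strand (Gm13320 and Gm16758), and the strand setting of the counting was not stated.

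The cKO libraries of the second kit gave an independent measurement of these genes, since they share no library with the first-kit comparison. Of the 6939 called genes, 6895 passed the filter in the table with Cre controls at P16. The third cKO library differed from the mean of the 4 Cre controls in the same direction for 81.7% of them. By direction, this held for 83.8% of the 3338 higher and 79.7% of the 3557 lower genes. When each Cre control was set against the other Cre controls in the same way, the shares were 40.1%, 71.1%, 43.9% and 47.6% for libraries 1 to 4. The median difference was 0.20 for the higher and -0.19 for the lower genes. The Pearson r across these genes was 0.625 for the third cKO library. For Cre control libraries 1 to 4, each set against the others, it was -0.112, 0.298, -0.0984 and -0.0348. Genes are not independent replicates. A single cKO library gives no test within this kit. Among the named genes the second-kit differences were 2.50 for Tmem236, 0.76 for Ifit1, 0.86 for Ifit3, 0.84 for Ifit3b, -0.19 for Krt79, -0.42 for Mdga1 and -0.73 for Tekt3. In a limma fit over all 9 P16 libraries with the kit as a covariate, 2701 of 19932 genes were called, 1209 higher and 1492 lower. Of these, 2568 were also called in the first-kit comparison, all in the same direction. Tekt3 was not called in this fit (log2 change -1.58, limma adjusted p 0.0687).

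**Figure D2:**
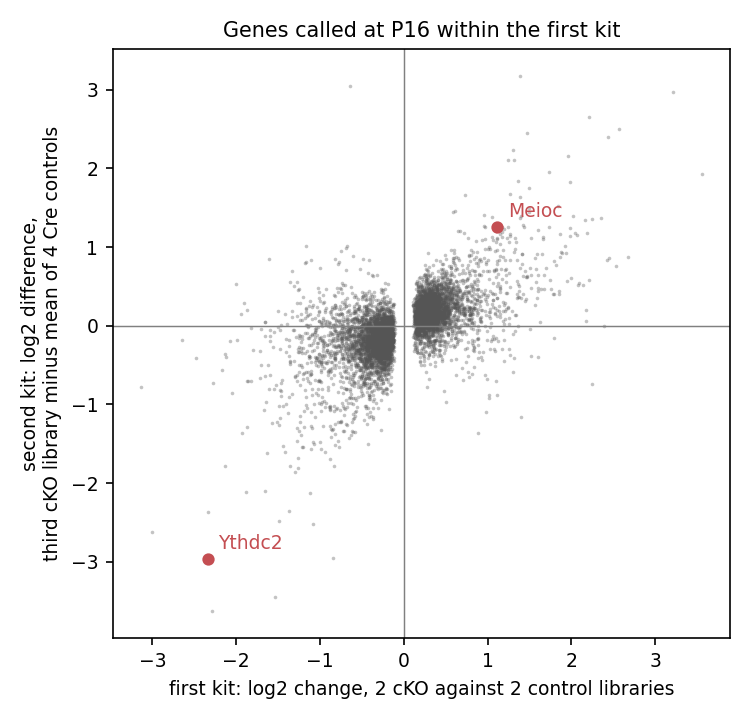
Log2 change between 2 cKO and 2 control libraries of the first kit (x axis) against the log2 difference between the third cKO library and the mean of 4 Cre controls of the second kit (y axis), for the 6895 genes called at P16 within the first kit that passed the filter in both tables. Each point is a gene. The direction is shared by 81.7% of them, and Ythdc2 and Meioc are marked.

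The gene lists were compared between the genotypes at each stage to ask which cell types or programmes the changes touched. At P16 against control, the spermatogonia list had a median log2 change of -0.47 and was lower as a set (camera adjusted p 3.04e-08, 17 of 20 genes lower). Of its genes 19 were called, 17 lower and 2 higher, and 19 when adjusted over the list alone. The largest changes were in Prss50 (-1.65), Upp1 (-1.15) and Stra8 (-1.10). The early meiotic prophase list had a median of -0.54 (camera adjusted p 8.58e-13, 24 of 25 genes lower). Of its genes 24 were called, 23 lower and 1 higher, and 24 when adjusted over the list alone. The largest falls were in Mei1 (-1.86), Prdm9 (-1.63) and Rad21l (-1.59). The exception was Meioc (ENSMUSG00000051455), which rose from 11441 ± 168 (SD, n = 2) to 24832 ± 2383 (SD, n = 2), a log2 change of 1.11 (SE 0.054, limma adjusted p 2.72e-08). Both lists held under fry, with adjusted p of 0.00389 for spermatogonia and 0.0104 for early meiotic prophase. In the fit over both kits, Upp1 and Stra8 were no longer called (limma adjusted p 0.172 and 0.131). Within the second kit, the third cKO library was higher than the Cre controls for both, by 0.14 and 0.24 on the log2 scale. Prss50 was lower there as well (-0.97).

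The pachytene and later list was higher at P16 (median 0.20, camera adjusted p 5.16e-04, 21 of 29 genes higher), with 15 genes called higher and 2 lower, and 19 called when adjusted over the list alone. Zpbp changed most (1.41), followed by Pgk2 (0.86) and Ccna1 (-0.84), neither of which was called in the fit over both kits (limma adjusted p 0.172 and 0.486). The Sertoli list was higher (median 0.24, camera adjusted p 5.06e-06, 18 of 20 genes higher), with 14 genes called higher, 0 lower, and 15 called when adjusted over the list alone. Kitl (0.49), Fshr (0.48) and Dhh (0.44) changed most, and Dhh was not called in the fit over both kits (limma adjusted p 0.0513). The Leydig list was higher (median 0.20, camera adjusted p 0.0404, 11 of 14 genes higher), with 5 genes called, all higher, and 5 when adjusted over the list alone. Of these Srd5a1, Lhcgr and Hsd3b1 were not called in the fit over both kits (limma adjusted p 0.0764, 0.114 and 0.290). These 3 lists did not hold under fry, with adjusted p of 0.125, 0.165 and 0.249, and the Leydig list did not hold under camera without trend (0.108). The mitotic, p53 and heat shock lists were not past the threshold (camera adjusted p 0.326, 0.146 and 0.579). They had 14, 10 and 7 called genes, which went both ways, and 14, 11 and 7 when adjusted over the list alone.

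At P14 against control, camera put 5 lists past the threshold, and none of them held under fry. The spermatogonia list was lower (median -0.07, camera adjusted p 4.61e-04, 16 of 20 genes lower), as was the mitotic list (median -0.05, 0.0178, 14 of 20 genes lower). The early meiotic prophase list was lower by the camera test (adjusted p 0.0133, 16 of 25 genes lower), with a median of -0.01. The pachytene list (median 0.19, camera adjusted p 1.29e-05, 24 of 28 genes higher) and the p53 list (median 0.11, 3.00e-06, 17 of 19 genes higher) were higher. Under fry the adjusted p of these 5 lists lay between 0.637 and 0.739, and early meiotic prophase and the mitotic list were also lost under camera without trend (0.0772 and 0.0992). Without cKO library 2 the pachytene median was -0.08, and without cKO library 1 the early meiotic prophase median was 0.14, so single libraries set these directions. The Sertoli, Leydig and heat shock lists were not past the threshold (camera adjusted p 0.0764, 0.0571 and 0.0571). No gene of the 8 lists was called, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 the counts per list ranged from 0 to 7, the latter in early meiotic prophase.

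**Figure D3:**
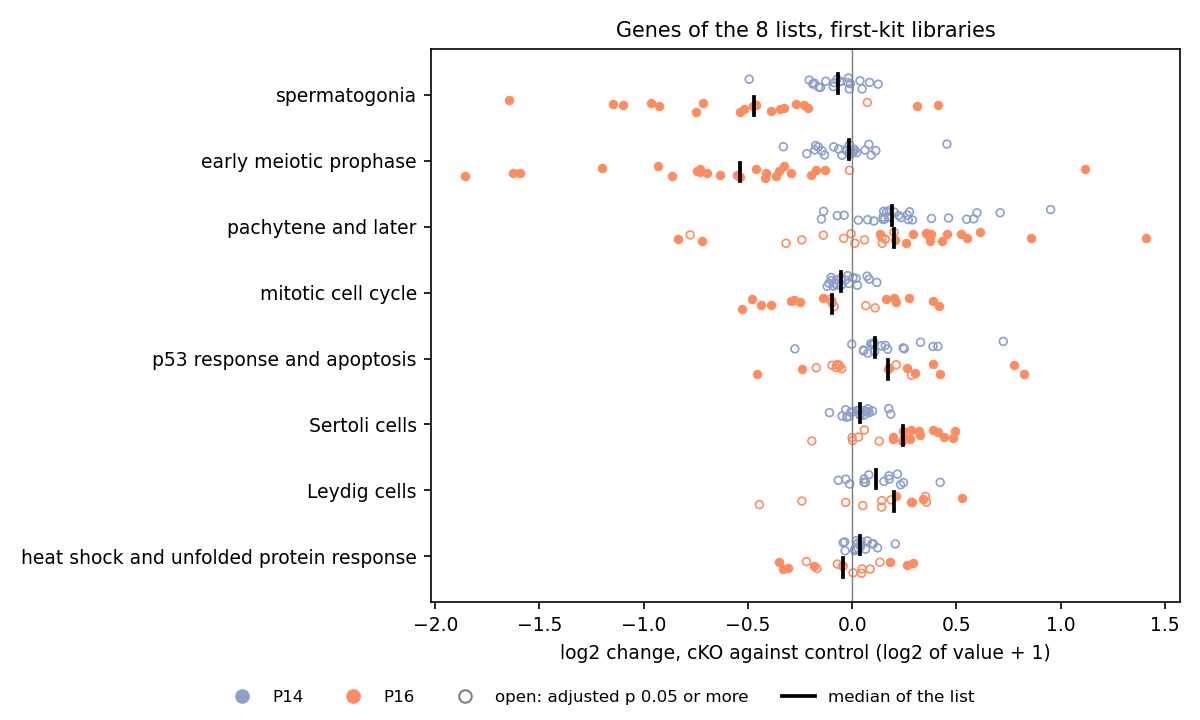
Log2 change between cKO and control (x axis, on the log2(value + 1) scale) of each gene of the 8 lists (y axis), in the first-kit libraries at P14 and P16. Filled points have an adjusted p under 0.05, and black bars mark the medians, which for early meiotic prophase were -0.01 at P14 and -0.54 at P16.

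Whether the cKO effect differed between the stages was tested as an interaction over the 8 libraries of the first kit. Of 18581 genes, 1373 had a different effect at P16 than at P14 (limma adjusted p under 0.05), with 539 effects higher and 834 lower at P16. Of these genes, 1365 were also called at P16 against control. The effect on Ythdc2 was lower at P16 by a log2 difference of -0.72 (SE 0.11, limma adjusted p 0.00822). The early meiotic prophase list (median difference -0.51, camera adjusted p 3.26e-12) and the spermatogonia list (-0.34, 3.44e-08) had lower effects at P16. The Sertoli list had a higher effect (0.24, 6.72e-05). Under fry the adjusted p of the first pair of lists was 0.0144 and 0.00180, and that of the Sertoli list was 0.243. The heat shock list passed the threshold under fry alone (0.0281, against 0.407 with camera).

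The comparison with Cre controls asked which changes remained when the controls carried the Cre. Here the cKO group joined 2 libraries of the first kit with 1 of the second, and all controls came from the second kit. At P14, 0 of 18196 genes were called, with 705 at an unadjusted p under 0.05. Ythdc2 changed by -1.57 (SE 0.29, limma adjusted p 0.479). With the kit as a covariate, where the contrast rests on the third cKO library, 0 genes were called, 447 passed an unadjusted p under 0.05, and Ythdc2 changed by -2.12 (limma adjusted p 0.0648). Without that library, 2442 genes were called higher and 3898 lower, but kit and genotype could not be told apart among the libraries that remained. Camera put the pachytene and Leydig lists past the threshold (adjusted p 0.00218 and 0.00749), with 26 of 28 and 11 of 14 genes higher. Neither held under fry, and within the second kit 23 of 28 pachytene genes were lower in the third cKO library than in the Cre controls, with a median difference of -0.26. Of the Leydig genes 12 of 14 were higher there (median 0.33), and of the early meiotic prophase genes 23 of 25 were lower (-0.19). The other 6 lists were not past the threshold (camera adjusted p 0.0723 to 0.423), and none of the lists had a called gene.

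At P16, 1741 of 19200 genes were called, 825 higher and 916 lower. Quantile normalization, which shifted the median change of all genes to 0.10 from -0.04, gave 1795 higher and 1299 lower. With the kit as a covariate, 1 gene was called, which was lower, and 3604 passed an unadjusted p under 0.05. In each of the 6 fits that left out a library other than the third cKO library, 0 genes were called, with 4147 to 6692 at an unadjusted p under 0.05, against 7364 with all libraries. Without the third cKO library, the counts were 3849 genes higher and 5592 lower, with kit and genotype again not told apart. Of the 1741 genes, 1583 were tested against control at P16, and 1069 of these were called there in the same direction and 20 in the opposite one. The 2 comparisons share the first-kit cKO libraries.

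Ythdc2 changed by -2.36 in this comparison (SE 0.29, limma adjusted p 0.0367), and by -2.97 with the kit as a covariate (limma adjusted p 0.0322). The largest rises were in Dbpht2, Sphkap, Pif1 and Meioc, all with limma adjusted p between 0.0367 and 0.0379. Dbpht2 (ENSMUSG00000029878, a long non-coding RNA) rose from 10.1 ± 2.52 (SD, n = 4) to 74.1 ± 40.7 (SD, n = 3), a log2 change of 2.58 (SE 0.48). Sphkap (ENSMUSG00000026163), which overlaps Gm37517 on the same strand and Gm6374 on the other, rose from 348 ± 154 (SD, n = 4) to 1675 ± 658 (SD, n = 3), a change of 2.29 (SE 0.44). Pif1 (ENSMUSG00000041064) rose from 31.8 ± 5.88 (SD, n = 4) to 159 ± 40.6 (SD, n = 3), a change of 2.27 (SE 0.25). Meioc rose from 4161 ± 810 (SD, n = 4) to 16869 ± 6303 (SD, n = 3), a change of 1.96 (SE 0.28). Within the second kit these genes differed by 1.40, 1.52, 1.83 and 1.25 on the log2 scale. Within the first kit Dbpht2, Sphkap and Pif1 changed by 2.02, 1.84 and 1.99. None of the 4 was called with the kit as a covariate. The largest falls besides Ythdc2 were in Anapc15-ps (-3.61, SE 0.76), Cox6c2 (-3.42, SE 0.68) and Tekt2 (-2.66, SE 0.56). Cox6c2 is annotated as a processed pseudogene and Anapc15-ps is named as a pseudogene, so their reads are uncertain. Anapc15-ps stood at 0.795 and 2.56 in the first-kit cKO libraries and 19.9 in the third cKO library, against 62.4 ± 13.6 (SD, n = 4). Tekt2 stood at 37.3 ± 33.1 (SD, n = 3) in cKO, with 75.4 in the third cKO library, against 203 ± 74.2 (SD, n = 4), and was not called against control at P16 (log2 change -0.59, limma adjusted p 0.110). It overlaps Gm12945 on the other strand.

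No list passed the threshold against Cre control at P16, with camera adjusted p from 0.0844 to 0.596. Called genes numbered 2 for spermatogonia, 6 for early meiotic prophase, 1 for pachytene, 5 for mitotic cell cycle, 4 for p53, 1 for Sertoli and 0 for both Leydig and heat shock. For Leydig and heat shock, 2 genes and 1 gene passed an unadjusted p under 0.05. Adjusted over the list alone, the counts were 3, 7, 1, 9, 6, 1, 0 and 0. Within the second kit, the early meiotic prophase genes had a median difference of -0.40 (20 of 25 genes lower) and the Sertoli genes of 0.14 (16 of 20 higher). The spermatogonia genes had a median of -0.07 with 11 of 20 lower, and the pachytene genes one of -0.11 with 19 of 29 lower, opposite to the first kit. Cre control library 2, set against the other Cre controls, had 22 of 25 early meiotic prophase genes lower and a Sertoli median of 0.22. Cre control libraries 1, 3 and 4 had 2, 11 and 15 lower, with Sertoli medians of -0.23, 0.09 and -0.04. The early meiotic prophase count and the Sertoli median of the third cKO library thus lay within the range of the Cre controls. This count takes direction alone and leaves out size. Several early meiotic prophase genes lay below every Cre control in that library, among them Stag3 (5266 against at least 7573) and Rad21l (341 against at least 475). Meioc, Tex15 and Mei4 lay above every Cre control.

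Effects against the 2 control types were then set against each other over all genes tested in both tables of a stage. At P14 the Pearson r across 16714 genes was 0.241, and 58.3% of genes had the same direction. The tables share cKO libraries 1 and 2, and simulated groups with no genotype effect gave 0.155 and 55.1% (mean of 20 simulations). With the third cKO library alone on the side of the Cre controls, where no library is shared, r was 0.00167 and the share 52.9%. At P16 the r across 17498 genes was 0.399 and the share 66.6%, against 0.161 and 55.7% in the simulations. With the third cKO library alone, r was 0.415 and the share 68.9%. The simulations draw each gene separately and leave out variation between animals that many genes share. Each Cre control set against the other Cre controls gave an r of -0.0812 to 0.167 and a share of 44.3% to 61.8% at P16, and of -0.0960 to 0.0960 and 44.8% to 55.2% at P14.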

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

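The interaction between the stages and the tests of the gene lists on it were fixed before the data were examined. All other tests in this part were chosen after the results they bear on had been seen.

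Ambiguous reads overlap more than 1 gene, and STAR counts them for none. Their share was 2.80% in Cre control P16 library 1, far from the 2.13% to 2.21% of the other 3 libraries. It was the only one of 29 scanned results of this group with a library so far out, and chance gives about that many. The libraries split by run: library 1 was sequenced with the P14 Cre controls and the third cKO libraries, and the lowest share among these was 2.63%. The sequencing run, or what was prepared with it, may account for this value. No biological explanation was tested.

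The cKO effect differed between P14 and P16, with 539 genes having a higher and 834 a lower effect at P16. The difference was tested as an interaction. Lower precision at P14 was tested as an explanation, with 5398 genes for which the third cKO P16 library lay beyond every Cre control. In the direction of that library, their median change in the first kit was 0.17 at P16 (0.15 to 0.19 when each library was left out) and 0.00873 at P14 (-0.03 to 0.04). Noise that is separate for each gene leaves a median in place, so lower precision of that kind is argued against. Variation that many genes share can move the median. The P14 effect of the first kit had an r of 0.453 with the P14-to-P16 change of the Cre controls. The third cKO library, which set the direction, ran against the stage change at P16 (r of -0.491). The median therefore cannot decide on lower precision from shared variation. This test replaced a first one, the median P14 change of the genes called at P16 (0.0343, against an absolute 0.34 at P16), because those genes had been selected at P16. Of those genes 66.5% had the same direction at P14, so a weaker effect of the same direction at P14 is not excluded. For the P16 calls depth is argued against, with a ratio of 0.992 in mean reads on genes between cKO and control. At P14 this ratio was 1.16, and depth was not tested for the difference between stages. After each library's trend with GC content and transcript length was removed, 87.1% of the P16 calls were kept with the same direction (6030 of 6921 genes with both values). An earlier developmental stage of the cKO testes was also tested. The P14-to-P16 change of the Cre controls was taken within 1 run, where library 1 was the only Cre control at P16. Across 9047 genes, the Pearson r of the P16 effect with this change was 0.0730, where an earlier stage needs a negative value. The Spearman rho was -0.00394, so the sign depends on the measure and both values lie near 0. The second kit differed from this: the effect in the third cKO library had an r of -0.491 at P16 and -0.461 at P14 with the stage change of the first-kit controls. An earlier stage is therefore argued against for the first-kit libraries alone, and with 1 Cre control P16 library behind the stage change. Differences between the particular animals of the first kit were tested by exchanging the third cKO library for a Cre control in the fit over both kits. This left 0 called genes in each of 4 exchanges (1351 to 2278 at an unadjusted p under 0.05), against 2701 with the real groups. The real groups are 1 of only 5 such arrangements, and the exchanged library, placed among the controls, also raises their spread. Genotype and particular animals therefore cannot be told apart by it. The exchange replaced a first test, the 81.7% of calls with the same direction in the second kit, because Cre control library 2 alone reached 71.1% when set against the other Cre controls. Time after tamoxifen and age also stay open. They rise together here, and neither was tested.

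Among the gene lists, the difference between stages passed the threshold for spermatogonia (camera adjusted p 3.44e-08), early meiotic prophase (3.26e-12) and Sertoli cells (6.72e-05), the latter not under fry. A lower share of early germ cells in the cKO testes at P16 is a candidate explanation. Of the 43 called genes of the spermatogonia and early meiotic prophase lists, 93.0% were lower against control at P16, and the Sertoli and Leydig medians were 0.24 and 0.20. These values gave rise to the explanation and do not test it, so the first test, which used them, was replaced by 1 in the second kit. Of the 45 genes of both early lists, 68.9% were lower in the third cKO library than in the Cre controls, but Cre control library 2 reached 73.3% against the other Cre controls. These shares count direction alone and leave out size, and they rest on a single cKO library. A lower share of early germ cells and differences between single testes therefore cannot be told apart by them. The 3 called genes that rose were Meioc (1.11), Id4 (0.41) and Etv5 (0.31). In the second kit Meioc differed by 1.25, while Id4 (-0.39) and Etv5 (-0.14) were lower. Within the second kit the spermatogonia median was -0.07, with 11 of 20 genes lower. Whether the RNA content of each cell changed stays open in whole-tissue RNA.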

How the results depend on the processing

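The tests with the run as a covariate, with the correction for GC content and length, with camera without trend and within the same run were chosen after seeing the data, and all others before. Ythdc2 fell in all 4 comparisons under every setting run. Its log2 change lay between -1.81 and -1.51 at P14 and between -2.61 and -2.28 at P16 against control. Against Cre control it lay between -2.12 and -1.29 and between -2.97 and -2.05. Against Cre control at P16 its call was lost without the eBayes trend (limma adjusted p 0.0554) and with the replicate block (0.110). It was also lost in every fit that left out a library other than the third cKO library (0.0721 to 0.193). Against control at P14 the call was lost without the filter (0 genes lower, 1228 at an unadjusted p under 0.05) and without the eBayes trend (0 lower, 733). DESeq2 called 3 genes higher and 3 lower.

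At P16 against control, no trend gave 741 genes higher and 1065 lower, DESeq2 gave 2339 lower, and the fit over both kits gave 1209 and 1492. The run as a covariate in that fit, chosen after seeing the data, gave 1717 and 1616. The remaining settings, the correction for GC content and length among them, stayed near these counts, each within the limit of 1.5 times. Of the genes called by DESeq2, 4640 of 4641 were called by limma too.

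Against Cre control at P14, DESeq2 called 2 higher and 3 lower. The fits that left out a library gave 0 to 2442 higher and 0 to 3898 lower genes, with the highest counts without the third cKO library. In that fit kit and genotype coincide. Against Cre control at P16, a pseudocount of 10 gave 1283 higher and 1994 lower, no filter 420 and 497, no trend 18 and 14, DESeq2 2131 and 2057, and the kit as a covariate 0 and 1. Quantile normalization gave 1795 higher, and edgeR 527 lower. Leaving out a library gave 0 to 3849 higher and 0 to 5592 lower, the highest again without the third cKO library. In the 6 fits with 0 calls, 4147 to 6692 genes had an unadjusted p under 0.05. Except where fewer libraries or the kit term explain a count, the cause was not tested.

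The labels do not state whether same-numbered libraries are related. The correlations of their deviations were 0.203 (P14) and 0.0798 (P16) against control. Against Cre control they were -0.233 and 0.242 (P14) and 0.304, -0.0704 and 0.225 (P16). Against control both pairs of a stage give the same value by construction, so these values cannot decide whether the libraries are related. With the replicate block, the P14 comparison with control called 2 genes higher and 3 lower. That with Cre control called 2876 and 4090, since libraries 1 and 2 differ in kit between the groups. That with Cre control at P16 called 0 higher and 0 lower (5790 at an unadjusted p under 0.05). The interaction called 1314 and 1475. The block brought the Sertoli (camera adjusted p 0.0488), Leydig (0.0202) and heat shock lists (0.0488) past the threshold at P14 against control and early meiotic prophase against Cre control at P14 (8.79e-05), and lost Leydig there (0.0679). TMM scaling brought heat shock past it at P14 against control (0.0484).

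Under fry the lists lost at P14 against control were spermatogonia (0.637), early meiotic prophase (0.739), pachytene (0.739), mitotic cell cycle (0.687) and p53 (0.637). At P16 they were pachytene (0.125), Sertoli (0.165) and Leydig (0.249), and against Cre control at P14 pachytene (0.671) and Leydig (0.506). In the interaction fry lost Sertoli (0.243), gained heat shock (0.0281) and reversed the direction of the mitotic list (0.998), as did camera without trend (0.989). Camera without trend, an alternative chosen after seeing the data, lost early meiotic prophase (0.0772) and mitotic cell cycle (0.0992) at P14 and Leydig at P16 (0.108) against control. For these losses the cause was not tested.

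Across the 4 fits that each left out a library at P14, list medians against control changed sign for early meiotic prophase (-0.173 to 0.142), pachytene (-0.0756 to 0.484), Sertoli (-0.0428 to 0.117) and Leydig (-0.00882 to 0.154), and at P16 for heat shock (-0.0656 to 0.00611). Against Cre control at P14 they did so for mitotic cell cycle (-0.000238 to 0.0985), p53 (-0.00491 to 0.156) and Sertoli (-0.0745 to 0.152), and at P16 for early meiotic prophase (-0.217 to 0.00958) and Sertoli (-0.0724 to 0.0865). In all, 18 of these medians were reversed, 22 moved by more than the spread between replicates and 120 did not. With the same-kit cKO library alone, the share of same-direction effects was 52.9% at P14 and 68.9% at P16, and the P14 correlation was 0.00167.

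Of the settings run on single named genes, 498 left the call as it was, 94 weakened it and 2 strengthened it. Leaving out a library could be tested 143 times: the call stayed in 22, was weakened in 120 and strengthened in 1. In 134 further cases an arm was left with 1 library and no test was made. The log2 change moved there by less than the spread between replicates. For an arm of 2 libraries this holds by construction, so it is no evidence of stability. No named gene changed direction. With 2 libraries per group, limma recovered 51.5% of simulated 1.5-fold changes at P14.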

Other observations

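The tests of the splits of the samples and of the kit over all genes were set before their results were seen, though the limit for the latter was raised later, and the other tests in this part were chosen after.

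The counts of called genes were compared with those of other splits of the same libraries. For cKO against Cre control at P16, 1 of the 35 splits of the 7 libraries gave as many called genes, the real one. That fit had no kit term. A split that parts the first-kit cKO libraries puts the kit difference into the spread within groups, so few calls were fixed in advance there. The share of splits is therefore not a p-value. In the fit over both control types with the kit as a covariate, 1 of the 84 splits of the 9 P16 libraries gave as many, the real one with 2701 genes, and the next gave 179. At P14, 3 of the 34 splits that could be fitted gave as many as the real one, which called 1 gene. The splits over both control types also differ in how many first-kit libraries a group holds, so they are not on an equal footing either.

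The log2 changes against Cre control at P16 followed the difference between the kits. Across 9047 genes their Pearson r with the difference between control and Cre control at P14, which shares no library with them, was 0.852. Most of the spread between genes in that comparison may therefore come from the kit. Of the calls tested against control, 67.5% were called in the same direction within the first kit, but both comparisons use the same first-kit cKO libraries. The direction was that of the kit difference in 89.5% of these genes, and in 97.3% of the 514 that were not repeated there. The kit was tested by exchanging the third cKO library for a Cre control, which leaves as many libraries of each kit in the groups. This gave 0 called genes in each of 4 exchanges, against 1741 with the real groups, which are 1 of only 5 such arrangements. For these calls kit and genotype cannot be told apart, because the third cKO library alone separates them. With the kit as a covariate 1 gene was called.

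Among the 916 genes lower against Cre control at P16, 18.9% were annotated pseudogenes, against 2111 of the 19200 genes tested and 1.58% of those higher. All 2111 tested pseudogenes had a median of -3.78 between the kits in the P14 controls and of -0.41 between the third cKO library and the Cre controls. This is consistent with the kit, or the run and read processing that went with it, as the main source. A first test, on the 173 called pseudogenes alone, left this undecided: they differed by -1.31 within the second kit, but had been selected with the third cKO library among the data. Reads shared with parent genes are a further candidate that was not tested.

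Interferon-stimulated genes were the most frequent names among the largest rises at P16. In a list of 27 such genes, written after this was seen, all were called higher against control at P16, with a median log2 change of 1.82. In the second kit the third cKO library was above the Cre control mean for 27 of 27 genes and above every Cre control for 19, with a median of 0.52. Against Cre control at P16 the table gave a median of 0.74 with 5 genes called. At P14 the medians were 0.27 against control and 0.80 against Cre control, with 0 genes called in either. The camera p was 0.00327 and 4.89e-07 there, and the fry p 0.669 and 0.266. At P16 the fry p was 0.00251 against control and 0.0157 against Cre control. Variation between animals unrelated to genotype may explain the rise: the list mean differed by 1.69 (log2) between the Cre control P14 libraries and by 1.28 between the control P14 libraries, as much as or near the 1.69 between cKO and control at P16. The largest of these values passes the cKO effect only narrowly. Each is a difference between single libraries, which varies more than the cKO effect, a difference between group means. The control P16 libraries, by contrast, differed by 0.14 and the 4 Cre control P16 libraries by 0.74. In the first kit the list mean was 2.81 and 2.94 (log2 CPM) in the cKO P16 libraries and at most 2.49 in the others. In the second kit it was 2.37 in the cKO P16 library and at most 2.13 in the others. More leukocytes in the cKO testes were tested with 16 markers, none of them in another list and 15 of them expressed here. At P14 against control their median was -0.14, with 14 of 15 lower. Against Cre control it was 0.27 at P14 (12 higher) and 0.37 at P16 (14 higher). At P16 against control they rose by a median of 0.57, from 0.32 to 0.88, with 10 called higher. The most abundant, Mrc1 and Csf1r, rose by 0.32 and 0.36. The median interferon rise lies beyond that of each marker, so a larger share of leukocytes with the same expression falls short of it. This criterion was set after the values were seen. Under the first one, a clear rise of the markers, 0.57 would have counted for more leukocytes, so a larger leukocyte share as part of the pattern stays open. A response to infection or to the loss of Ythdc2 stays open.

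Meioc rose while the other genes of its list fell. The protein it encodes is a known partner of YTHDC2. A kit or run effect is argued against by its rise of 1.11 in the comparison within 1 kit and run, and the second kit, the first test made, gave 1.25. A larger share of early meiotic cells is argued against by the median of -0.55 of the other early meiotic prophase genes. At P14 Meioc changed by 0.45 against control (unadjusted limma p 0.00548, not called) and by 0.22 in the second kit. No annotated gene overlaps it. A hypothesis is that the transcript is under control of YTHDC2, directly or through feedback, and these data cannot tell such routes apart.

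The place of each library between P14 and P16 was measured along the stage effect of the other kit, with 0 for the control mean at P14 and 1 for that at P16. In the first kit the controls lay at -0.05 and 0.05 (P14) and 1.00 and 1.00 (P16), and the cKO libraries at -0.08 and 0.39 (P14) and 1.02 and 1.15 (P16). In the second kit the Cre controls lay at -0.05 and 0.05 (P14) and from 0.68 to 1.32 (P16), and the third cKO libraries at -0.25 (P14) and 0.609 (P16). The latter lies below the 4 Cre controls, and could reflect an earlier stage of that testis, but it lies within 2 SD of their mean and is 1 library, so stage and genotype cannot be told apart there. The P14 list shifts against control may reflect a later stage of the cKO testes. The r of the P14 effect with the stage effect of the Cre controls was 0.453 across genes. That stage effect used Cre control P16 library 1 alone. Other splits of the same 4 libraries gave 0.599 and 0.580, so this cannot be told apart from differences between single libraries. The cKO library 2 alone lay ahead of the controls.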
